A study of Homo sapiens with 28 samples. Its data were reported in "Auxin-inducible degron 2 system deciphers functions of CTCF domains in transcriptional regulation" (2023).

How the data were processed

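RNA-seq was analyzed from 28 libraries of SEM cells, 16 in the 6 h set and 12 in the 24 h set, starting from the values that the authors deposited. Per the labels and the study's methods, the authors trimmed reads with Trim Galore 0.6.3, mapped them with STAR 2.7.9a to hg19 and quantified genes with RSEM 1.3.1 on the Gencode annotation of that build. The deposited values are expected counts per gene, estimated by RSEM, without normalization, and some are not whole numbers. The labels name a 3′ library kit, whereas the methods describe total stranded RNA-seq after depletion of ribosomal RNA, and whether the counting used strand is not stated. Genes that overlap another tested gene or lie antisense to one are therefore uncertain. Besides those called so where they are named, these are ADORA2A, CD22, CHI3L2, CYP51A1, DDIT3, DDN, DHCR7, FGFBP2, FOSB, MEST, MIR22HG, MT-CO3, MTHFD2, MYBBP1A, PCDHGB2, PIGY, PTPRD, RABGEF1, SCIMP, SLC6A9, STAG1, TNFAIP3, TYMS, WDR66 and the small nucleolar RNAs that lie in host genes. Matrices that hold the values of the 6 h set again were not used.

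Counts for 57820 genes were read, 92 spike-in entries were left out because they held 0 counts in every library, and counts were rounded to whole numbers. No sample columns were left unused. Total counts per library ran from 25.8 to 60.7 M in the 6 h set (median 43.2) and from 45.7 to 59.8 M in the 24 h set, and 21356 to 24015 genes had a count. RN7SK and the RN7SL genes took 7.88 to 11.27% of the counts in the 6 h set and 8.06 to 11.52% in the 24 h set. TMM factors lay between 0.971 and 1.017. At these depths a gene at 1 CPM holds at least 25.8 reads per library, so counting noise matters mainly for genes near the filter. In the 24 h set the WT libraries held fewer non-whole counts than the CTCF-AID2 libraries (as few as 2.73% against up to 7.83% of genes), so line and processing are confounded and only effects within a line were compared.

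Groups came from the labels: line, time, auxin and replicate. The 14 comparisons were auxin against none in CTCF-AID2 and WT cells at 24 h, the difference of these effects, auxin against none in each of the 4 lines at 6 h, the mean of these effects, the difference of each deletion line's effect from that of the WT line, and each deletion line against the WT line over both treatments. Each set was fitted once with limma 3.58.1 (voom with TMM factors from edgeR 4.0.16, in R 4.3.3), with a mean per group, so that all groups share the estimate of spread. Genes with a CPM above 1 in at least 1 library of the set were tested, 13973 in the 24 h set and 13902 in the 6 h set. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Comparisons against the same untreated libraries share their chance values. CPM values are given as mean and SD, fitted log2 fold changes with their SE. Where 1 group of a comparison of auxin against none held 1 to 3 counts in all for a named gene, the ratio of the summed counts is given with its counting interval, and where both groups held 3 or fewer no ratio is given.

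The genes named are the 10 largest rises and the 10 largest falls among the calls with a mean CPM of at least 1 in the higher group and a symbol that is not a clone name (5 and 5 for differences and for line against line), CTCF, the 6 genes that the study discusses, and the 4 members with the smallest adjusted p of each list described. The 26 gene lists were tested with camera at a preset correlation of 0.01 when at least 5 members were tested, adjusted over all 333 tests of lists and comparisons, and again with an estimated correlation and with fry. The lists hold cohesin and architectural genes, study-named genes, amino acid response, unfolded protein response, TNF and NF-κB targets, immediate early genes, MYC targets, Wnt pathway, clustered protocadherins, HOX genes, MLL-AF4 targets, B-lineage genes, p53 targets, G1 and S phase and G2 and M phase genes, replication histones, non-polyadenylated RNAs, interferon response, aryl hydrocarbon receptor targets, mitochondrial mRNAs, cholesterol synthesis, imprinted genes and markers of T and NK, myeloid, erythroid and stromal cells. Some genes are on more than 1 list, such as ASNS, DDIT3, TRIB3 and SLC7A11, so the list tests are not independent. Adjusted over the list alone means that the p-values of its tested members were adjusted among themselves.

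Groups, comparisons, tests, thresholds, lists, the naming rule and most alternatives were fixed before the data were examined. The exceptions are named where they are used. The alternatives were the edgeR quasi-likelihood test, DESeq2 1.42.0, RLE factors, library sizes alone, no filter, a stricter filter, only the groups compared, the replicate number as a block and leaving out each library in turn. Gene starts were searched for the core CTCF consensus of 14 bases within 1000 bases on either side, with 500 and 2000 as alternatives, and calls were set against genes not called with Fisher's exact test. Adjacent called genes were counted against shuffled calls. Gene positions came from the annotation, matched by gene ID for 55538 genes and not for 2282. These steps used Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and, for figures, matplotlib 3.10.9.

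The procedure was tested on simulated data with known changes. Changed genes were drawn from those with a mean above 100 counts per library, so recovery of genes with fewer counts was not measured. Of 100 genes changed 3-fold, 100 were recovered in a design like that of CTCF-AID2 cells at 24 h, 100 for WT cells at 24 h, 97 for 1 line at 6 h, 91 for the difference of 2 lines, 100 for the 6 h mean and 100 for line against line. Of 100 genes changed 1.5-fold, 95, 87, 52, 22, 99 and 85 passed the adjusted p. Unchanged genes were called in 1 to 3 cases of at least 13395. A planted list of 40 genes was found by camera, and 0 of 20 random lists passed. The simulated genes were drawn independently, so this cannot show how often correlated lists pass at the preset correlation.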

Results

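The data were RNA-seq read counts per gene from 28 libraries of SEM cells, a human B-cell precursor acute lymphoblastic leukemia line that carries the MLL-AF4 fusion. In all of them but the WT cells of the 24 h set the endogenous CTCF protein, the zinc finger factor that anchors chromatin loops together with cohesin, had been tagged with a degron. The tagged protein is degraded when an auxin is added and a plant F-box protein, here the F74G form of OsTIR1 in the AID2 version of the system, is present. A set of 12 libraries covered 24 h of treatment. It held CTCF-AID2 cells without auxin (4 libraries) and with 1 µM 5-Ph-IAA (4 libraries), and SEM cells labelled WT without auxin (2 libraries) and with IAA (2 libraries). A second set of 16 libraries covered 6 h of treatment in 4 lines labelled WT, dZF1, dZF10 and dRBR, each without and with auxin in 2 libraries. In the study these are degron cells that carry an added CTCF, either full-length or lacking zinc finger 1, zinc finger 10 or the RNA-binding region, so the WT line of this set is not the WT line of the 24 h set. The study induced the added CTCF with doxycycline, while the labels of this set name only IAA. It is open in which of these libraries the added CTCF was present, and every comparison of these lines carries that limit. Total counts ran from 45.7 to 59.8 M per library in the 24 h set and from 25.8 to 60.7 M in the 6 h set. The labels do not say that libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

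CTCF was examined first, because it is the targeted gene. The degron acts on the protein, so the mRNA level is no check that the protein was lost. CTCF mRNA (16: 67596370-67673080, hg19) was higher with auxin in every line that carries the degron. In CTCF-AID2 cells it was 253 ± 3.05 CPM (SD, n = 4) with 5-Ph-IAA for 24 h and 148 ± 3.18 CPM (SD, n = 4) without, a log2 fold change of 0.77 ± 0.02 (SE, limma adjusted p = 6.95e-12). At 6 h the log2 fold change of CTCF was 0.60 in the WT line, 0.83 in dZF1, 0.74 in dZF10 and 0.39 in dRBR, with limma adjusted p of 0.00087, 6.76e-05, 0.000174 and 0.0117. In WT cells given IAA for 24 h it was 139 ± 1.97 CPM against 149 ± 0.361 CPM (SD, n = 2 each), and this log2 change of -0.10 did not pass the test (limma adjusted p = 0.0562).

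**Figure D1:**
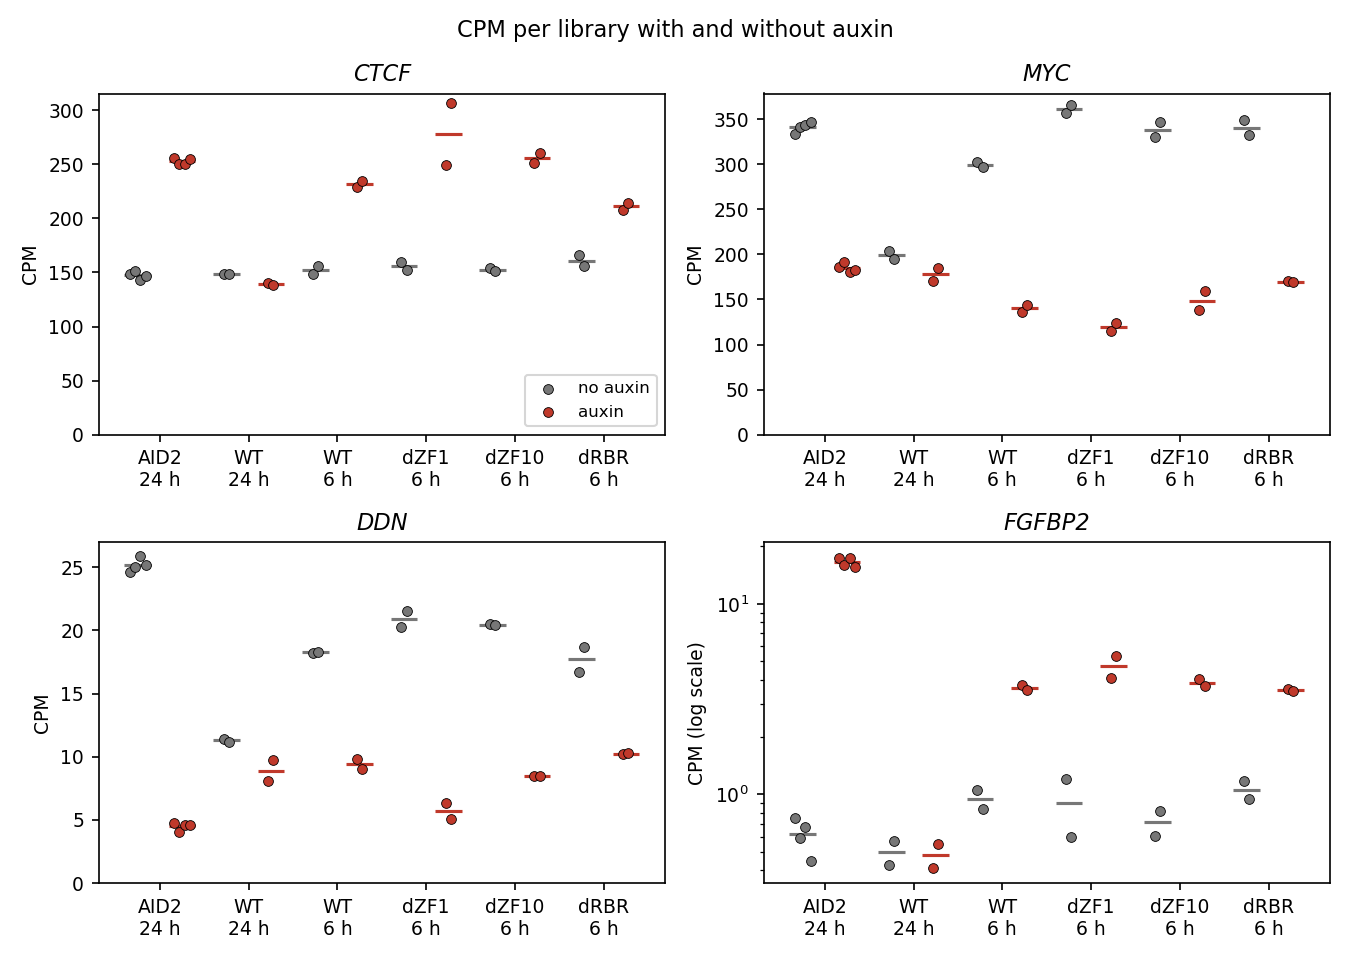
CPM per library (vertical axes; log scale for FGFBP2) of CTCF, MYC, DDN and FGFBP2 in the 6 lines and times (horizontal axes); grey points are libraries without auxin, red points libraries with auxin, and lines are group means. In CTCF-AID2 cells at 24 h DDN lay at 25.2 CPM without and 4.50 CPM with auxin, and FGFBP2 at 0.617 and 16.5 CPM.

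The first comparison asked which transcripts changed when CTCF-AID2 cells were kept in 5-Ph-IAA for 24 h. SYCE3, a component of the synaptonemal complex of meiotic chromosomes, had 709 counts over the 4 treated libraries and 1 count over the 4 untreated ones, a ratio of 679 (95% counting interval 121 to 26900). PRAME, a cancer-testis antigen, rose from 0.0372 ± 0.0217 to 5.81 ± 0.445 CPM (SD, n = 4, log2 fold change 7.10 ± 0.52 SE). ZNF185, an actin-associated LIM domain protein, rose from 1.13 ± 0.167 to 41.8 ± 0.942 CPM (log2 fold change 5.21 ± 0.13). PLXDC1 (6.09), SEMA3D (a secreted semaphorin, 5.19), ACOT9 (a mitochondrial acyl-CoA thioesterase, 4.86), ENPP3 (an ectonucleotidase of basophils and mast cells, 4.38) and NGFR (the low-affinity neurotrophin receptor, 4.05) rose by the log2 fold changes given. FGFBP2 (4: 15961868-15970932), which encodes a secreted growth factor binding protein, lies within PROM1 on the same strand and is uncertain. It rose from 0.617 ± 0.129 to 16.5 ± 0.97 CPM (log2 fold change 4.76 ± 0.15). SLC8A1-AS1 (4.56) is antisense to SLC8A1 and is uncertain, because it is not stated that the counting used strand.

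Among the steepest falls in CTCF-AID2 cells, TLR10, a Toll-like receptor of B cells, fell from 4.86 ± 0.475 to 0.329 ± 0.136 CPM (SD, n = 4, log2 fold change -3.90 ± 0.23 SE). MRPS2, a protein of the small mitochondrial ribosomal subunit, fell from 45.5 ± 1.75 to 4.71 ± 0.334 CPM (-3.28 ± 0.06), and BOLA3, an iron-sulfur cluster assembly factor, from 11 ± 0.354 to 1.01 ± 0.247 CPM (-3.48 ± 0.13). OCRL, the inositol polyphosphate phosphatase mutated in Lowe syndrome, fell from 10.2 ± 0.459 to 1.34 ± 0.277 CPM (-2.94 ± 0.12), and the zinc finger gene ZBTB39 from 29.3 ± 1.41 to 4.01 ± 0.288 CPM (-2.87 ± 0.07). FP15737 (-3.64), C11orf45 (-3.24) and FAM171A2 (-2.95) also fell. A duplicate UQCR11 gene model (-3.92) and the U5 RNA gene RNU5F-1 (-2.98) passed as well, but the first overlaps the main UQCR11 gene and the second belongs to a multicopy family, so both are uncertain. Among the genes the study had discussed, DDN (dendrin, 12: 49388932-49393158, with a gene antisense to it) fell from 25.2 ± 0.58 to 4.50 ± 0.306 CPM (-2.48 ± 0.06) and MYC (8: 128747680-128755197) from 341 ± 5.57 to 185 ± 5.18 CPM (-0.88 ± 0.03). ASNS (-0.32), DDIT3 (-0.25) and TRIB3 (-0.32), genes of the amino acid response, were slightly lower, with limma adjusted p of 9.77e-06, 0.00546 and 0.000396. All 6 genes of this study-chosen list passed (1 rose and 5 fell, the same adjusted over the list alone), which is not independent evidence of their direction, and the list did not pass camera (adjusted p = 0.0521).

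Genes of growth and of sterol synthesis were lower as groups in CTCF-AID2 cells. Of 54 MYC targets tested, which serve ribosome biogenesis and metabolism, 50 fell and 1 rose (the same counts adjusted over the list alone), with DDX18 (-0.60), NDUFAF4 (-0.76) and NOLC1 (-0.53) beside MYC itself; camera adjusted p was 1.37e-17, and adjusted p = 0.0863 with an estimated correlation. Of 23 cholesterol synthesis genes 19 fell and 2 rose (20 and 2 adjusted over the list alone), including LSS (-0.58) and DHCR7 (-0.53), and this list passed with the preset (camera adjusted p = 1.76e-05) and with an estimated correlation (adjusted p = 0.0266). Of 34 amino acid response genes 26 fell and 2 rose (26 and 3 adjusted over the list alone, camera adjusted p = 3.56e-06, adjusted p = 0.137 with an estimated correlation), with MTHFD2 at -0.92 and SLC7A5 at -0.71.

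Other groups were higher in CTCF-AID2 cells. Of 30 MLL-AF4 target genes 24 rose and 2 fell (the same adjusted over the list alone, camera adjusted p = 1.43e-05, adjusted p = 0.167 with an estimated correlation), with ARPP21 at 0.68 and ARID1B at 0.41. Of 44 genes of the G2 and M phases 32 rose (32 adjusted over the list alone, camera adjusted p = 4.67e-06, adjusted p = 0.15 with an estimated correlation), such as CCNB2 (0.41). Immediate early genes (15 of 24 rose, also adjusted over the list alone), TNF and NF-κB targets (14 of 21) and Wnt pathway genes (14 of 22) had camera adjusted p of 0.00138, 0.00306 and 0.000904, and adjusted p of 0.137, 0.0627 and 0.156 with an estimated correlation. DUSP4 (1.47), an ERK phosphatase, CD69 (1.14), an activation antigen, and LGR5 (2.93), a Wnt target and R-spondin receptor, were among their members. B-lineage genes had 19 rises and 7 falls among 35, the same adjusted over the list alone (camera adjusted p = 0.0107, adjusted p = 0.13 with an estimated correlation), with VPREB3 at 0.84 and CD38 at 0.80, and replication histones had 19 rises among 40, 17 adjusted over the list alone (0.024, and adjusted p = 0.834 with an estimated correlation). STAG1, a cohesin subunit, rose from 102 ± 1.38 to 245 ± 5.03 CPM (SD, n = 4, 1.26 ± 0.03), although the list of cohesin and architectural genes, with 9 of 19 up and 3 down (the same adjusted over the list alone), did not pass (camera adjusted p = 0.109).

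The remaining lists did not pass camera in this comparison. Camera adjusted p was 0.902 for the unfolded protein response, 0.864 for p53 targets, 0.731 for G1 and S phase genes, 0.5 for the interferon response, 0.7 for aryl hydrocarbon receptor targets and 0.792 for mRNAs of the mitochondrial genome. It was 0.521 for clustered protocadherins, of which 6 of 10 tested fell and 3 rose (6 and 4 adjusted over the list alone, PCDHGB2 at -2.69), 0.271 for HOX genes, 0.317 for imprinted genes (MEST, -1.75), 0.872 for myeloid markers and 0.401 for RNA polymerase III and other non-polyadenylated RNAs. Markers of T and NK cells (4 tested, all 4 higher, TRAC by 0.32), of erythroid cells (1 tested) and of stroma (2 tested) were too few for the list test. ITGAM, a myeloid integrin, rose by 1.49 and LYZ, lysozyme, fell by 0.97 on the log2 scale.

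In all, 264 genes were called higher and 233 lower in CTCF-AID2 cells, 497 of 13973 tested, at an adjusted p of at most 0.05 and a change of at least 2-fold. The adjusted p alone was passed by 8201 genes, measured against a spread between libraries that may be technical. With no filter on low counts the number of calls was 1345.

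The second comparison asked what the AID1 regimen does in cells without a degron, as WT SEM cells were given IAA for 24 h. In the study this regimen joined IAA with doxycycline, while the labels name only IAA. Genes of xenobiotic and of amino acid stress responses rose. CYP1A1 (15: 75011883-75017877), the cytochrome P450 induced by the aryl hydrocarbon receptor, rose from 0.192 ± 0.035 to 8.23 ± 0.23 CPM (SD, n = 2, log2 fold change 5.37 ± 0.44 SE). CHAC1, which degrades glutathione and is a target of ATF4, rose from 6.36 ± 0.236 to 24.1 ± 0.893 CPM (1.92 ± 0.09), and ASNS, asparagine synthetase, from 69.7 ± 1.28 to 158 ± 7.31 CPM (1.18 ± 0.05). TRIB3 (1.38), DDIT3 (1.03), SLC6A9 (a glycine transporter, 1.82), INHBE (1.83), TRIM16L (1.84), NKD2 (a Wnt antagonist, 1.86) and AMICA1 (an adhesion molecule of leukocytes, 2.03) rose. ADORA2A (2.49, an adenosine receptor that overlaps a readthrough gene), RABGEF1 (1.94) and CEACAM6 (1.85) passed with larger standard errors of 0.71, 0.49 and 0.52.

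Among the largest falls in WT cells with IAA, GPC6, a glypican, fell from 8.88 ± 0.138 to 1.47 ± 0.228 CPM (SD, n = 2, -2.59 ± 0.17 SE), CADPS2, a vesicle release factor, from 13.3 ± 0.309 to 3.20 ± 0.131 CPM (-2.05 ± 0.10), and PTPRD, a receptor tyrosine phosphatase, from 5.79 ± 0.456 to 1.29 ± 0.109 CPM (-2.16 ± 0.14). MDGA2 (-2.64), the polarity gene PARD3B (-2.61), NELL1 (-2.52), the collagen gene COL5A2 (-2.44), FGF13 (-2.22) and the glycosyltransferase gene B3GALT1 (-2.12) also fell. The readthrough model DNAJC25-GNG10 (-4.76) shares reads with both of its parent genes and is uncertain. When genes with an annotated position were divided into 5 equal bins by gene span, a grouping chosen after the data were seen, 78 of 86 lower calls lay in the bin of the longest genes, at 87542 bases or more. DDN (-0.34, limma adjusted p = 0.0127) and MYC (-0.16, 0.0205) were slightly lower, and FGFBP2 was at -0.04 (0.954).

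**Figure D2:**
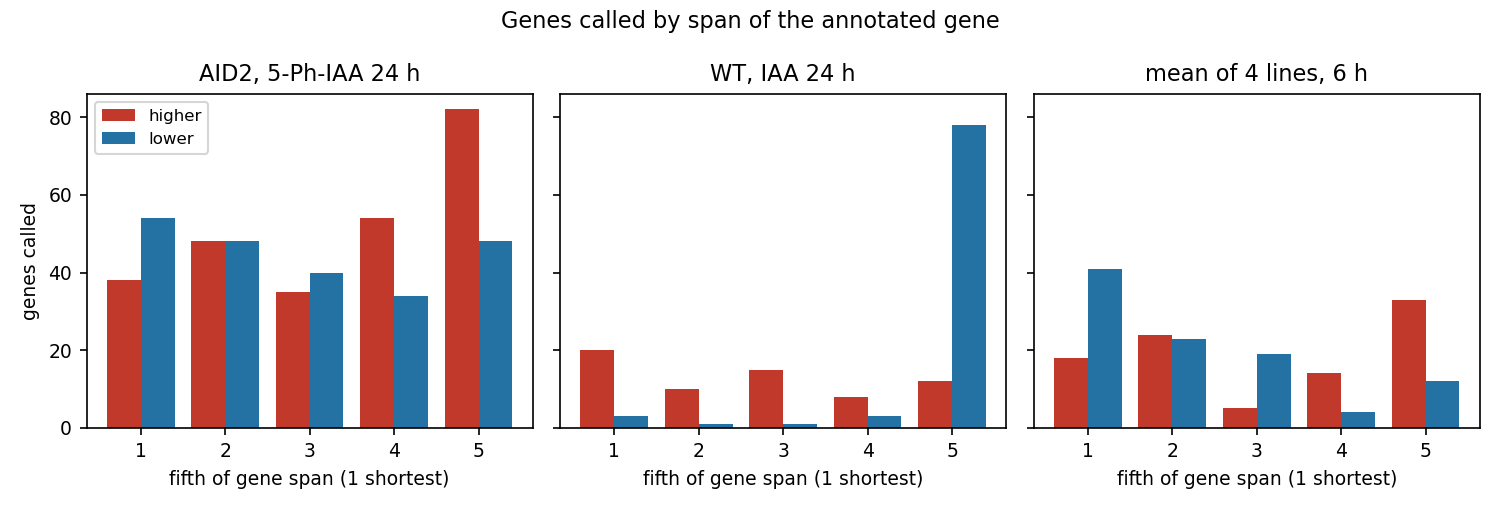
Number of genes called higher (red) and lower (blue) with auxin (vertical axes) by bin of the annotated gene span (horizontal axes, 5 equal bins from shortest to longest) in CTCF-AID2 cells at 24 h, WT cells at 24 h and the mean of the 4 lines at 6 h. In WT cells with IAA 78 of the lower calls lay in the bin of the longest genes and 3 in that of the shortest, while in CTCF-AID2 cells 48 and 54 did.

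As groups, amino acid response genes and aryl hydrocarbon receptor targets rose in WT cells. Of 34 amino acid response genes 33 rose and 1 fell (the same adjusted over the list alone), with SLC7A11 (the cystine transporter, 1.71) and DDIT4 (0.87) beside CHAC1 and ASNS; camera adjusted p was 8.31e-44, and adjusted p = 0.00771 with an estimated correlation. Of 8 aryl hydrocarbon receptor targets 7 rose (7 adjusted over the list alone, camera adjusted p = 2.62e-08, adjusted p = 0.0111 with an estimated correlation), with NQO1 at 1.73 and AHRR, the receptor's repressor, at 1.61. Of 23 cholesterol synthesis genes 14 rose and none fell (the same adjusted over the list alone, camera adjusted p = 3.76e-05, adjusted p = 0.0307 with an estimated correlation), each by little, as for CYP51A1 (0.26). The study had chosen ASNS, DDIT3 and TRIB3 from its own work, so their rises are not independent evidence; of the 6 study-named genes 3 rose and 2 fell (the same adjusted over the list alone, camera adjusted p = 0.0362, adjusted p = 0.181 with an estimated correlation).

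Further lists passed camera in WT cells only with the preset correlation. mRNAs of the mitochondrial genome (4 of 13 fell, 6 adjusted over the list alone, with MT-CO3 at -0.63) had a camera adjusted p of 2.62e-05 and adjusted p = 0.298 with an estimated correlation. G1 and S phase genes (13 of 41 fell, 15 adjusted over the list alone, with TYMS at -0.41) had 4.09e-08 and adjusted p = 0.137, and MYC targets (17 of 54 fell, 22 adjusted over the list alone, with LDHA at -0.39) had 7.69e-07 and adjusted p = 0.283. Immediate early genes (9 of 24 rose, 11 adjusted over the list alone, with FOS at 0.62) had 0.00261 and adjusted p = 0.155, and TNF and NF-κB targets (7 of 21 rose, 9 adjusted over the list alone, with TNFAIP3 at 0.34) had 0.00703 and adjusted p = 0.0779. Cohesin and architectural genes (3 of 19 fell, 3 adjusted over the list alone, with SMC1A at -0.22) had 0.00271 and adjusted p = 0.214, B-lineage genes (7 of 35 fell, 11 adjusted over the list alone, with IL7R at -0.26) had 0.0488 and adjusted p = 0.207, and non-polyadenylated RNAs (2 of 13 rose, 3 adjusted over the list alone, with SCARNA2 at 0.61) had 0.00704 and adjusted p = 0.512. In all, 67 genes were called higher and 87 lower, 154 of 13973. With no filter on low counts 285 were called.

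**Figure D3:**
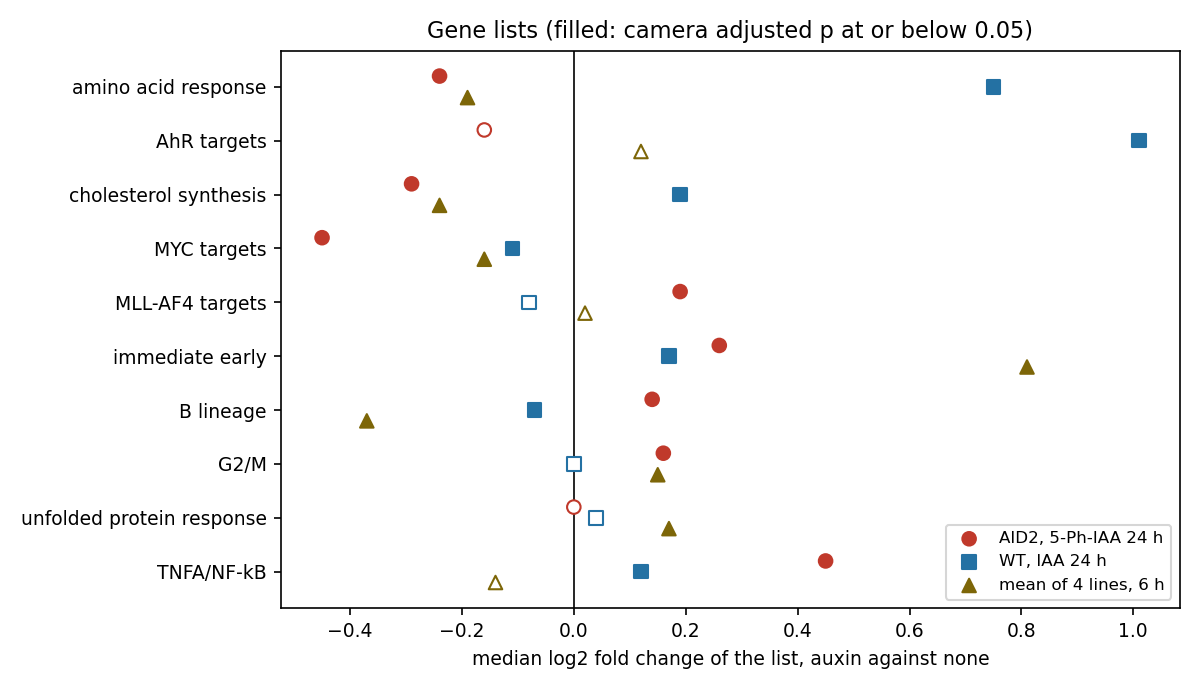
Median log2 fold change of the tested members of 10 gene lists (horizontal axis) in CTCF-AID2 cells at 24 h (circles), WT cells at 24 h (squares) and the mean of the 4 lines at 6 h (triangles); filled symbols passed camera at its preset correlation. The median of the amino acid response list was -0.24, 0.75 and -0.19 in the 3 comparisons.

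The difference between these effects was tested directly, as CTCF-AID2 cells with 5-Ph-IAA against WT cells with IAA, each relative to its own untreated cells. 5-Ph-IAA is IAA with a phenyl group on the indole ring, but the doses, the cells and the library batches differed too, so the values stand side by side and no difference can be assigned to the structure of the compound. CYP1A1 was at 0.276 ± 0.053 CPM (SD, n = 4) with 5-Ph-IAA and 8.23 ± 0.23 CPM (SD, n = 2) with IAA; the difference of the log2 effects was -5.73 ± 0.57 SE (limma adjusted p = 3.15e-06), and its own change with 5-Ph-IAA was -0.36 (0.411). ASNS (-1.51 ± 0.07), DDIT3 (-1.28 ± 0.11) and TRIB3 (-1.71 ± 0.10) had lower effects in CTCF-AID2 cells, as did DDN (-2.14 ± 0.11), MYC (-0.72 ± 0.05) and TLR10 (-3.43 ± 0.24). FGFBP2 (4.80 ± 0.37) and CTCF (0.88 ± 0.04) had higher effects in CTCF-AID2 cells. SYCE3 (7.90), PRAME (7.43), ENPP3 (6.65), SLC8A1-AS1 (5.81) and PLXDC1 (5.42) led the higher effects. FP15737 (-3.56), CEACAM6 (-4.01) and the noncoding RNA FAM225A (-3.37) were among the lower ones. Fitted differences depend on the prior count where a group had few counts. PRAME had at most 8 and SLC8A1-AS1 at most 7 counts in any WT library. SYCE3 had 0 counts in WT cells, and PLXDC1 had 3 over the treated and 3 over the untreated WT libraries, so no ratio is given for either in WT cells. ENPP3 had 2 counts in treated and 15 in untreated WT cells, a ratio of 0.144 (95% counting interval 0.0159 to 0.618), and CEACAM6 had 2 in treated and 16 in untreated CTCF-AID2 cells, a ratio of 0.12 (0.0134 to 0.509).

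By camera at its preset correlation the amino acid response list had the smallest p for this difference. The median difference was larger for aryl hydrocarbon receptor targets (-1.33 against -1.01). All 34 tested genes of the amino acid response list had lower effects in CTCF-AID2 cells than in WT cells (34 adjusted over the list alone, camera adjusted p = 3.08e-27, adjusted p = 0.0111 with an estimated correlation), among them MTHFD2 (-1.55) and GPT2 (-1.80). Cholesterol synthesis genes had lower effects in 18 of 23 cases and higher in 1 (20 and 1 adjusted over the list alone, 5.36e-08, and adjusted p = 0.0111 with an estimated correlation). Aryl hydrocarbon receptor targets were lower in 5 of 8 cases (5 adjusted over the list alone, 0.000594, and adjusted p = 0.0582 with an estimated correlation), with SLC7A11, which is on the amino acid response list too, at -2.18. MYC targets were lower in 39 of 54 cases (40 adjusted over the list alone, 1.8e-09, and adjusted p = 0.182), while MLL-AF4 targets (18 of 30 higher, 21 adjusted over the list alone, 4.42e-06, and adjusted p = 0.156) and B-lineage genes (18 of 35 higher, 18 adjusted over the list alone, 0.000904, and adjusted p = 0.0733) were higher, each second p with an estimated correlation. G2 and M phase genes were higher as well (22 of 44 higher, 2 lower). So were G1 and S phase genes (19 of 41 higher, 0 lower). Camera adjusted p was 9.75e-05 and 0.000243 for these lists, and adjusted p = 0.201 and 0.303 with an estimated correlation. Of the 6 study-named genes 5 had lower effects and 1 a higher one (camera adjusted p = 0.000641). With an estimated correlation their adjusted p was 0.0582. The difference was called for 362 genes upward and 319 downward, 681 of 13973. With no filter on low counts 1098 genes were called.

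The 6 h set asked what changes soon after auxin and whether an added CTCF that lacks a domain alters it. Averaged over the 4 lines, immediate early transcription factors rose within 6 h. JUN, a subunit of AP-1, rose from 7.64 ± 0.407 to 123 ± 33.7 CPM (SD, n = 8, log2 fold change 3.96 ± 0.18 SE), and the small GTPase gene RHOB from 12.7 ± 0.922 to 115 ± 18.5 CPM (3.16 ± 0.09). EGR2 (4.55), EGR3 (3.20), EGR1 (2.48) and KLF2 (3.59), zinc finger factors that answer to extracellular signals, rose as well. ZNF185 rose from 0.783 ± 0.166 to 11.6 ± 2.39 CPM (3.86 ± 0.10), and ENPP3 (2.96), MIR22HG (the host transcript of a microRNA, 2.38) and FGFBP2 (2.13) rose. SCIMP, an adaptor of antigen-presenting cells, fell from 6.65 ± 0.56 to 1.42 ± 0.378 CPM (-2.26 ± 0.09). WDR66 (-1.92), the retinol dehydrogenase gene DHRS9 (-1.90), TLR10 (-1.79), MYLK3 (-1.56), LYZ (-1.54) and the receptor phosphatase gene PTPRF (-1.52) fell. KM-PA-2 (-5.49) had a standard error of 2.02, and IL9R is annotated in identical copies that share reads, so both are uncertain. MYC fell from 335 ± 25 to 144 ± 20.5 CPM (-1.22 ± 0.04) and DDN from 19.3 ± 1.59 to 8.47 ± 1.88 CPM (-1.23 ± 0.05), while ASNS was at -0.06 (limma adjusted p = 0.228), DDIT3 at 0.43 (0.00045) and TRIB3 at -0.14 (0.0202).

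Among the lists, immediate early genes were the most raised at 6 h. Of 27 tested, 23 rose and 1 fell (the same adjusted over the list alone, camera adjusted p = 8.4e-11, adjusted p = 0.137 with an estimated correlation), including DUSP6 (1.5) and MCL1 (0.51). Cholesterol synthesis genes (16 of 23 fell and 1 rose, the same adjusted over the list alone, with HMGCS1 at -0.45 and INSIG1 at -0.42) and MYC targets (34 of 54 fell and 3 rose, 36 and 3 adjusted over the list alone, with SORD at -0.39) were lower both with the preset correlation (camera adjusted p = 3.73e-06 and 1.01e-06) and with an estimated correlation (adjusted p = 0.0121 and 0.0111). B-lineage genes had 24 falls and 5 rises among 36 (24 and 6 adjusted over the list alone, camera adjusted p = 1.74e-05, adjusted p = 0.066 with an estimated correlation). These included IGLL1, a surrogate light chain (-1.31), IL7R (-0.74), IRF4 (-0.67) and CD22 (-0.68). Amino acid response genes (22 of 34 fell, 22 adjusted over the list alone) had a camera adjusted p of 0.000675 and adjusted p = 0.0897 with an estimated correlation. The unfolded protein response (12 of 20 rose, 14 adjusted over the list alone, 0.00198, and adjusted p = 0.0762 with an estimated correlation), G2 and M phase genes (28 of 44 rose, 29 adjusted over the list alone, 4.67e-06, and adjusted p = 0.362 with an estimated correlation), the interferon response (13 of 25 rose, 15 adjusted over the list alone, 0.00865, and adjusted p = 0.252 with an estimated correlation) and cohesin and architectural genes (9 of 19 rose, 9 adjusted over the list alone, 0.0353, and adjusted p = 0.164 with an estimated correlation) were higher. In all, 95 genes were called higher and 107 lower, 202 of 13902. With no filter on low counts the count was 907.

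Each of the 4 lines, the line labelled WT among them, showed this response. MYC fell by 1.10 in WT, 1.60 in dZF1, 1.19 in dZF10 and 1.00 in dRBR on the log2 scale, DDN by 0.96, 1.90, 1.26 and 0.80, and FGFBP2 rose by 1.92, 2.45, 2.38 and 1.77. JUN, EGR2, EGR3, KLF2, RHOB, ZNF185 and ENPP3 were among the 10 largest rises in all 4 lines, and SCIMP was among the 10 largest falls in WT (-2.46), dZF10 (-2.22) and dRBR (-2.46). Immediate early genes rose in 17, 19, 18 and 15 of 27 cases in WT, dZF1, dZF10 and dRBR (18, 19, 19 and 21 adjusted over the list alone), with adjusted p of 0.11, 0.201, 0.15 and 0.105 with an estimated correlation. Cholesterol synthesis genes fell in 7, 15, 13 and 11 of 23 cases (10, 17, 15 and 15 adjusted over the list alone), with adjusted p of 0.0468, 0.0143, 0.0111 and 0.0101 with an estimated correlation. Called genes were shared by all 4 lines for 33 rises and 34 falls, and 0 genes were called in opposite directions in 2 lines.

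The WT line of the 6 h set had 87 genes called higher and 152 lower. Besides the shared genes, FOSB (an AP-1 subunit, 2.36) and WEE2-AS1 (2.52, antisense to SSBP1 and uncertain) rose. MYLK3 (-2.29), WDR66 (-2.17), the stem cell factor gene SALL4 (-2.05), NTN3 (-1.91), PTPRF (-1.75), LONRF2 (-1.70) and SPEF2 (-1.65) fell, and the pseudogene AK4P1 (-1.90) and the readthrough LY75-CD302 (-1.75) are uncertain. B-lineage genes fell in 21 of 36 cases (26 adjusted over the list alone, camera adjusted p = 8.17e-11, adjusted p = 0.0146 with an estimated correlation), and the unfolded protein response rose in 8 of 20 (10 adjusted over the list alone, 0.000218, and adjusted p = 0.0468 with an estimated correlation). The number of calls was 154 without replicate 2 of the untreated group and 156 without replicate 2 of the treated group.

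The dRBR line had 64 genes called higher and 95 lower. RHOU (2.27), EGR1 (2.90), JUN (4.02) and MIR22HG (2.36) were among the rises, and DHRS9 (-2.04), LYZ (-1.81), WDR66 (-1.80), NTN3 (-1.51), the meiotic cohesin gene STAG3 (-1.48), CREB5 (-1.48), PRRT2 (-1.45) and SERINC2 (-1.45) among the falls. PLGLB2 (-1.51) has a near-identical copy and is uncertain. B-lineage genes fell in 14 of 36 cases (22 adjusted over the list alone, adjusted p = 0.0487 with an estimated correlation) and MYC targets in 6 of 54 (7 adjusted over the list alone, adjusted p = 0.0259 with an estimated correlation). The number of calls was 91 without replicate 1 of the untreated group and 92 without either treated replicate.

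The dZF1 line had 162 genes called higher and 263 lower. EGR2 (5.22), ZNF185 (4.11), SLC8A1-AS1 (3.57, antisense), the cyclin gene CCNB3 (2.80) and SBF2-AS1 (2.63, antisense) rose. MYC targets fell in 34 of 54 cases (39 adjusted over the list alone, with MYBBP1A at -0.85), with adjusted p = 0.00771 with an estimated correlation, and STAG1 rose by 1.24. The 10 largest falls were mostly small nucleolar RNAs: SNORA64 (-5.60), SNORA3 (-4.14), SNORA71D (-3.00), SNORA80 (-2.87), SNORA77 (-2.69), SNORA34 (-2.63), SNORA84 (-2.63) and SNORA80B (-2.54), with SLC7A5P2 (-5.52) and PIGY (-3.46). The small nucleolar RNAs fell in 1 library: dZF1 with auxin, replicate 2, held 0.0992% of its counts in small nucleolar RNAs against 1.84% in replicate 1 and 0.683 to 1.99% in the other libraries of the set. Without that library 267 genes were called, SNORA64 was at 0.03, PIGY at 0.20 and SLC7A5P2 at -2.00, not past the test, and 120 of the 162 rises and 80 of the 263 falls were kept. Without replicate 1 in its place 1028 were called, and in a fit of the dZF1 libraries alone 2.

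The dZF10 line had 108 genes called higher and 141 lower (387 calls with no filter on low counts), and its largest falls included TLR10, OCRL and ZBTB39, which were also among the 10 largest falls in CTCF-AID2 cells at 24 h. TLR10 (4: 38773859-38784611) fell from 5.06 ± 0.424 to 0.357 ± 0.00332 CPM (SD, n = 2, -3.76 ± 0.24 SE), OCRL (X: 128673826-128726538) from 10.7 ± 0.693 to 1.18 ± 0.207 CPM (-3.14 ± 0.15) and ZBTB39 (12: 57392620-57400330) from 34.6 ± 1.57 to 8.96 ± 0.582 CPM (-1.94 ± 0.08). FAM157A (-2.26), DHRS9 (-2.00), TAMM41 (a mitochondrial lipid enzyme, -2.00), WDR66 (-1.98), the hematopoietic factor gene NFE2 (-1.82) and the pseudogene SH3GL1P1 (-1.74, uncertain) fell too. PRAME had 109 counts with auxin and 2 without, a ratio of 56.4 (95% counting interval 15.2 to 472). MYC targets fell in 14 of 54 cases (15 adjusted over the list alone, camera adjusted p = 3.63e-06, adjusted p = 0.0117 with an estimated correlation).

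The interaction of line and auxin tested whether an added CTCF without zinc finger 10 gave another response than the WT line. OCRL, TLR10 and ZBTB39 fell further in dZF10 than in WT, by -3.02 ± 0.18, -2.40 ± 0.29 and -1.38 ± 0.11 (log2 difference ± SE, limma adjusted p = 1.89e-05, 0.0111 and 0.000323). With auxin OCRL was at 9.51 CPM in WT, 10.1 in dZF1 and 7.95 in dRBR, and its own change in WT was -0.12 (limma adjusted p = 0.501). TLR10 and ZBTB39 fell in the WT line too, by -1.36 and -0.56 on the log2 scale. The fourth and last call was the clone-named gene RP11-35G9.3 (1.18, antisense to ATP8B1, which was below the filter). It was named after its values were seen because the naming rule leaves such symbols out. As groups, MYC targets (median -0.09) and cholesterol synthesis genes (median -0.12) had slightly lower effects in dZF10 (camera adjusted p = 8.07e-07 and 3.76e-05, adjusted p = 0.0111 and 0.0191 with an estimated correlation), although 0 of their genes passed the test singly or adjusted over the list alone. DDN, at -0.30 ± 0.14 SE with an adjusted p of 1, was not called. The count was 2 in a fit of these groups alone, and 2 without either treated dZF10 replicate or without replicate 2 of the untreated WT line.

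**Figure D4:**
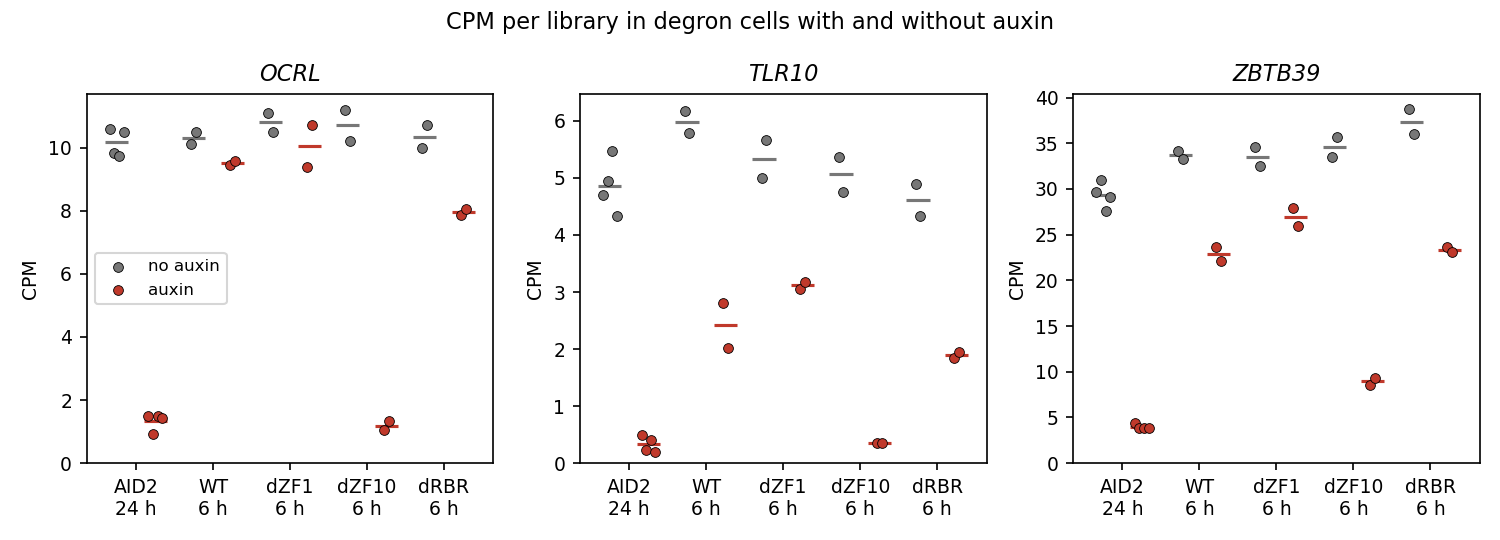
CPM per library (vertical axes) of OCRL, TLR10 and ZBTB39 in CTCF-AID2 cells at 24 h and the 4 lines at 6 h (horizontal axes); grey points are libraries without auxin, red points libraries with auxin, and lines are group means. With auxin at 6 h OCRL lay at 1.18 CPM in dZF10 and at 9.51, 10.1 and 7.95 CPM in WT, dZF1 and dRBR.

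Against the WT line, dZF1 had 6 calls, all with a higher effect. ERMN (1.3 ± 0.22 SE), CHI3L2, a chitinase-like protein (1.14 ± 0.18), ERP27, an endoplasmic reticulum protein (1.14 ± 0.18), PRICKLE2 (1.09 ± 0.18) and the nuclear receptor gene RORB (1.07 ± 0.12) were named by the rule. DDN had a difference of -0.94 ± 0.14 (limma adjusted p = 0.0304), under 2-fold, and FGFBP2 one of 0.53 ± 0.39 (0.491). MYC targets had lower effects (median -0.22, 0 past the test over all genes and 11 lower adjusted over the list alone) and MLL-AF4 targets higher ones (median 0.27, 1 over all genes and 10 adjusted over the list alone), with camera adjusted p of 8.95e-11 and 5.43e-08 and adjusted p of 0.00771 and 0.0101 with an estimated correlation. Without replicate 2 of treated dZF1, the library that stands apart, a test chosen after the data were seen, the medians were -0.25 and 0.3, camera adjusted p 3.86e-16 and 3.03e-11, and adjusted p with an estimated correlation 0.00791 and 0.0149. The number of calls was 9 without that library, 420 without replicate 1 of treated dZF1, 2 without replicate 2 of untreated dZF1 and 0 without replicate 1 of untreated dZF1 or without any of the 4 WT libraries. It was 0 in a fit of these groups alone, 2 with no filter on low counts and 3 with the replicate number as a block, so it is not stable.

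For dRBR against WT limma called 0 genes, and edgeR and DESeq2 also called 0. By limma 350 of 13902 had an unadjusted p under 0.05, fewer than chance alone would give, so this test was conservative. The shared estimate of spread includes replicate 2 of treated dZF1, the library that stands apart. The 0 calls therefore do not show that the effects were alike. B-lineage genes had slightly higher effects (median 0.10) and cholesterol synthesis genes lower ones (median -0.12), with 0 genes past the test singly or adjusted over the list alone, camera adjusted p of 1.24e-06 and 1.5e-05, and adjusted p of 0.0468 and 0.0151 with an estimated correlation.

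The lines themselves, averaged over libraries with and without auxin, differed from the WT line at few single genes. In dZF1, ABCA1, a cholesterol exporter, was higher (1.42 ± 0.17 SE, limma adjusted p = 0.0109), a call lost in a fit of these groups alone and without single libraries. In dZF10, OCRL (-1.47 ± 0.09) and TLR10 (-1.46 ± 0.14) were lower, which carries over their fall with auxin. In dRBR limma called 0 genes, with 957 at an unadjusted p under 0.05; edgeR called 0 and DESeq2 1. CTCF mRNA was within 0.14 ± 0.06, 0.07 ± 0.06 and -0.03 ± 0.06 of the WT line in dZF1, dZF10 and dRBR. With an estimated correlation, HOX genes were higher in dZF1 (adjusted p = 0.0487) and MYC targets higher in dZF10 and dRBR (adjusted p = 0.0111 and 0.0266), by medians of 0.20, 0.06 and 0.04. mRNAs of the mitochondrial genome had larger shifts, with medians of -0.43, -0.51 and -0.55 in dZF1, dZF10 and dRBR and 7, 10 and 7 of 13 lower adjusted over the list alone (0 over all genes). Camera adjusted p was 6.11e-06, 4.51e-14 and 2.09e-12, and adjusted p = 0.377, 0.149 and 0.164 with an estimated correlation. DESeq2 called 5 and 4 genes for dZF1 and dZF10, and limma called 98 for dZF1 without its treated replicate 1.

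Across genes, which are not independent replicates, the effects in CTCF-AID2 cells at 24 h and in the mean of the 4 lines at 6 h had a Pearson r of 0.33 and a Spearman rho of 0.25 over 13615 genes. Both called 45 of the same genes higher, where independent lists would share 1.38, and 16 lower, where they would share 1.35; 3 were opposite. The effects in CTCF-AID2 and WT cells at 24 h had r = 0.04 and rho = 0.10, with 4 shared rises and 5 shared falls (1.27 and 1.45 for independent lists) and 9 opposite calls. WT cells at 24 h and the 6 h mean had r = -0.05 and rho = -0.04 and shared 0 rises and 0 falls, with 5 opposite calls. Between pairs of lines at 6 h, r ran from 0.49 to 0.65. These pairs have no library in common.

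Gene starts were searched for the core CTCF consensus within 1000 bases in the hg19 sequence. Only genes with an annotated position were used, in CTCF-AID2 cells at 24 h 224 of the 233 lower and 257 of the 264 higher calls. Of these, 8 of 224 lower calls (3.6%) and 12 of 257 higher calls (4.7%) had a match, against 113 of 13087 genes not called (0.9%). The odds ratios were 4.25 (95% interval 1.77 to 8.82, two-sided Fisher's exact p = 0.001) and 5.62 (2.78 to 10.39, p = 5.16e-06), and 4.24 and 5.49 when pooled over bins of promoter GC content. PRAME was among the higher calls with a match and C11orf45 among the lower. With genes called by adjusted p alone the odds ratios were 1.79 (1.16 to 2.79, Fisher's exact p = 0.00568) for lower and 1.44 (0.91 to 2.29, p = 0.113) for higher genes, so the higher genes did not pass under that rule. Within 2000 bases they had 1.47 (1.03 to 2.1, Fisher's exact p = 0.0278), but 1.36 (0.96 to 1.91) when pooled over bins of GC content. Of 10868 pairs of adjacent genes that do not overlap, 40 had both members called in CTCF-AID2 cells, against 13.62 over shuffled calls (permutation p = 1e-05, the smallest the shuffles can give), and 29 of these pairs changed in the same direction, against 6.83.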

Values the study reported

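For wild-type SEM cells and AID1 degron cells after the AID1 treatment, the study reported 196 genes that differed in expression. Of these, 82 were up and 114 down. The legend of the figure cited for them describes WT cells following this treatment, so it is not certain which groups this count compares. For AID2 degron cells given 10 μM 5-Ph-IAA it reported 753 differentially expressed genes at a log2 fold change of at least 1, an adjusted P of at most 0.05 and a CPM of at least 1. Of the genes that changed after CTCF loss, it reported 167 with differential binding in the line lacking zinc finger 10 and 84 in regions with differential binding after loss of zinc finger 1.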

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

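The tests of the dZF1 library that stands apart and all 4 tests on CTCF mRNA were chosen after the result was seen; the other tests here were written before the result they measure.

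More genes were called in the dZF1 line (425) than in the WT line (239) at 6 h. Replicate 2 of treated dZF1 held 0.0992% of its counts in small nucleolar RNAs, against 1.84% in replicate 1. Without it 267 genes were called, and in fits that left out this library and either treated WT library dZF1 had 261 and 260 calls against 235 and 227 in WT, 1.11 and 1.15 times as many instead of 1.78, so a candidate explanation for most of the excess is this 1 library. The composition of the library may add to it: 68.7% of the calls are protein-coding genes, which leaves this open, since the library and its composition cannot be told apart here. A stronger response of cells whose added CTCF lacks zinc finger 1 stays open as well. The number of genes at which the effects in dZF1 and WT differed changed with the library left out, so this count does not decide it. The lower effects on MYC targets and higher ones on MLL-AF4 targets in dZF1 kept their direction without this library, which leaves room for such a response.

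The effects of auxin in CTCF-AID2 and WT cells at 24 h differed, by a test of the difference itself, at 681 genes. The named genes were SYCE3 (7.90), PRAME (7.43), ENPP3 (6.65), SLC8A1-AS1 (5.81), PLXDC1 (5.42), CYP1A1 (-5.73), CEACAM6 (-4.01), FP15737 (-3.56), TLR10 (-3.43) and FAM225A (-3.37), with DDN (-2.14), FGFBP2 (4.80), ASNS (-1.51), DDIT3 (-1.28) and TRIB3 (-1.71) among the genes that the study discusses. SYCE3 had 0 counts and PLXDC1, ENPP3, PRAME and SLC8A1-AS1 few in WT cells, and CEACAM6 few in treated CTCF-AID2 cells. The sizes of the differences of these genes therefore depend on the prior count. Counts of near-identical copies, which the WT libraries hold differently, could add to these differences: 78.7% of the calls lay at genes within 2-fold between the untreated lines, which does not decide it. Loss of CTCF, the compound and its dose vary together and cannot be told apart. The library batch differs as well, but a shift common to all libraries of a line cancels from each effect. In the 6 h set, made of other libraries, 45 rises and 16 falls were shared with CTCF-AID2 cells. Independent lists would share 1.38 and 1.35, and 3 calls were opposite. This argues against the batch as the source of these shared changes.

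CTCF mRNA was higher in treated degron cells. The choice of scaling factors is unlikely to be the cause, since TMM factors in the 24 h set lay between 0.973 and 1.017. So close to 1, they can shift a log2 change only slightly, and in CTCF-AID2 cells it was 0.80 with library sizes alone. Whether scaling acts in another way was not tested. Reads from an added CTCF copy are argued against at 24 h, because these cells, described without an added copy, showed a change of 0.77, but are not excluded for the 6 h lines, which carry one and had a mean change of 0.64. The compound acting without the degron may still contribute: WT cells given IAA were at -0.10, but the compound differed, so this stays open. A rise of CTCF transcription or mRNA stability upon loss of the protein remains a hypothesis.

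At 6 h the effect of auxin differed between dZF1 and WT at 6 genes, by the test of the difference, with ERMN at 1.3, CHI3L2 at 1.14, ERP27 at 1.14, PRICKLE2 at 1.09 and RORB at 1.07. This is not stable: leaving out single libraries gave 0 to 420 genes, and all 5 of these calls were lost in some of these fits. Between dZF10 and WT the effect of auxin differed at 4 genes, with OCRL at -3.02, TLR10 at -2.40 and ZBTB39 at -1.38. Of these 3 named calls, 1 was lost under some other tool, scaling, filter or fit.

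Single libraries lay far from the others in 7 of 86 groups of 4 values examined, where chance gives about 1 in 20 groups, so several of these are expected by chance. The values for CEACAM6 and SYCE3 are single libraries with 2 counts and 1 count where the others had 0. In treated CTCF-AID2 cells these were OCRL (0.925 CPM, others 1.42 to 1.51), ZBTB39 (4.44, others 3.83 to 3.9), ASNS (58.7, others 52.1 to 52.9), CEACAM6 (0.0395, others 0) and the duplicate UQCR11 model (2.69, others 0 to 0.285). In untreated CTCF-AID2 cells they were RNU5F-1 (5.16, others 1.47 to 1.94) and SYCE3 (0.0185, others 0).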

How the results depend on the processing

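The difference within genes of similar untreated level and the 6 h mean without the dZF1 line were chosen after seeing the data. The numbers of calls stayed within 1.5 times under edgeR, RLE factors, library sizes alone and the stricter filter in all 14 comparisons. With no filter on low counts, which tests more genes, they were 1345 in CTCF-AID2 cells, 285 in WT cells and 1098 for the difference at 24 h, and at 6 h 660 in dZF1, 387 in dZF10, 907 for the mean, 2 for dZF1 minus WT and 4 for the dZF10 line. In fits of only the groups compared, with fewer libraries, they were 2 in dZF1, 0 for dZF1 minus WT, 2 for dZF10 minus WT, 0 for the dZF1 line and 1 for the dRBR line; this setting gives no other fit for the 24 h difference and the 6 h mean. DESeq2 called 5, 4 and 1 genes for the dZF1, dZF10 and dRBR lines; the cause was not tested. Leaving out 1 library at a time, where a lone library is assumed to vary like the other groups, gave 154 to 168 calls in WT at 6 h, 267 to 1028 in dZF1, 91 to 159 in dRBR, 0 to 420 for dZF1 minus WT, 2 to 4 for dZF10 minus WT, 0 to 1 for dRBR minus WT, and 0 to 98, 1 to 3 and 0 to 4 for the dZF1, dZF10 and dRBR lines. The difference at 24 h was 536 among genes within 2-fold between the untreated lines, and the 6 h mean 190 without the dZF1 line.

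Replicate numbers showed no consistent pairing: after group means were removed, libraries of a line with the same number had correlations from -0.17 to 0.14. At 6 h these were 0.14 in WT, 0.11 in dZF10, 0.14 in dRBR and -0.07 in dZF1, so a weak pairing is not excluded. With the replicate number as a block dZF1 minus WT gave 3 calls, and the other numbers of calls stayed within 1.5 times.

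The correlation between CTCF-AID2 cells at 24 h and the 6 h mean was 0.30 among genes with a mean CPM of at least 10, 0.52 among called genes and 0.29 to 0.37 leaving out single libraries. That between CTCF-AID2 and WT cells was 0 among called genes. The odds ratio of a promoter match among higher genes was 1.44 (95% interval 0.91 to 2.29) with calls by adjusted p alone and did not pass the test, whereas within 2000 bases it was 1.47 (1.03 to 2.1) and passed, but not when pooled over GC bins (1.36, 0.96 to 1.91), and with 2-fold calls windows of 500 and 2000 bases kept both directions past it. Without replicate 2 of treated dZF1, SNORA64 turned to 0.03 and PIGY to 0.20; without replicate 1 they were at -10.57 and -6.74. Of 333 tests of 24 lists, 129 passed at the preset correlation, 27 with an estimated correlation, 140 with fry, 126 with the block and 128 with library sizes alone. Of named calls, 21 of 23 in dZF1 and 5 of 5 for dZF1 minus WT were lost under some other tool, scaling, filter or fit. The same held for 2 of 21 in CTCF-AID2 cells, 4 of 23 in WT cells at 24 h and 2 of 15 for their difference. At 6 h it held for 0 of 23 in dZF10, 2 of 22 in dRBR and 1 of 22 in WT. For the 6 h mean 1 of 22 were lost, and for dZF10 minus WT 1 of 3. In the simulation, whose changed genes had a mean above 100 counts, 22 of 100 changes of 1.5-fold passed for the difference of 2 lines. In a design like that of CTCF-AID2 cells 95 did. Depth was not varied.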

Other observations

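The tests of the slope of the WT line and of promoter matches by adjusted p alone were chosen after the result was seen, and that of gene span after the falling genes were seen but before their spans were measured; the other tests here were written before the result they measure.

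STAG1, a cohesin subunit, rose at 6 h in the mean of the 4 lines by a log2 fold change of 0.81, as it had at 24 h in CTCF-AID2 cells (1.26), while NIPBL, the cohesin loader, was at 0.32 in the latter. MEST, an imprinted gene, fell by 1.75 in CTCF-AID2 cells and by 0.74 in the 6 h mean. Clustered protocadherins, adhesion genes whose promoters bind CTCF, fell in 8 of 12 cases and rose in 1 in the 6 h mean (9 and 1 adjusted over the list alone), although the list did not pass camera (adjusted p = 0.121).

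The WT line of the 6 h set responded too, in a comparison over genes called in CTCF-AID2 cells at 24 h. Over 432 genes the slope of its effects on the mean of the other 3 lines was 0.70 (95% interval 0.53 to 0.86). The slope was 1.03 in dZF1, 1.09 in dZF10 and 0.77 in dRBR (0.68 to 0.88). These intervals come from resampling genes and do not measure the spread between libraries. The mean set against WT includes the dZF1 library that stands apart. An added full-length CTCF may hold back part of the response. The close slope of dRBR does not count against this, since the paper reports little change in binding for that form. It is not known in which of these libraries the added CTCF was present, so this stays open.

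Of 107 genes called lower after 6 h, 99 had an annotated position. Of these 99, 0 had a match to the CTCF consensus within 1000 bases of their starts (odds ratio 0, upper limit 3.9). Within 2000 bases 3 had one (odds ratio 2.04, 95% interval 0.41 to 6.22). These are too few to tell whether a loss of promoter binding could act directly on the genes. Of the 3667 genes lower by adjusted p alone, 3538 had an annotated position, and 32 of these had a match within 1000 bases. The odds ratio was 0.89 (95% interval 0.56 to 1.38), which argues against an excess of matches in this wider set. Within 2000 bases the odds ratio was 1.14 (0.8 to 1.6). In WT cells given IAA the median log2 change differed by -0.15 between the longest and the shortest of 5 equal bins of genes by span, and a slower passage of polymerase through long genes is a candidate explanation that was not tested further. Among adjacent genes that do not overlap, the 6 h mean had 2 called pairs against 2.2 over shuffled calls (permutation p = 0.646).

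Other splits of the same libraries were fitted. For CTCF-AID2 cells at 24 h the real split gave 454 calls in a fit of those libraries alone. It was the largest of 35 splits (1 as large, highest other 0), which argues against chance. With 35 splits this test cannot show less than 1 in 35. For the 6 h mean, 1 of 100 splits, the real one, gave as many as its 201 calls (highest other 133). For each deletion line against the WT line, 35 of 35 splits gave at least the real 0 calls in these fits, which every split must do, so this test decides nothing; the highest others, 227, 215 and 180 for dZF1, dZF10 and dRBR, follow treated against untreated libraries.

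The number of genes called in CTCF-AID2 cells at 24 h was 497. That is lower than the value quoted from the study above, but the titles of these libraries give another dose than the quoted one, so it is not known that both count the same comparison.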
